A study of Populus trichocarpa with 45 samples. Its data were reported in "A genome assembly and the somatic genetic and epigenetic mutation rate in a wild long-lived perennial Populus trichocarpa" (2020).

How the data were processed

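RNA was measured by strand-specific mRNA sequencing in leaves of Populus trichocarpa, the black cottonwood. The labels held 45 libraries from 15 branches, with 3 libraries per branch. A branch name gives a tree number and a branch number. There were 5 branches each of trees 13, 14 and 4. The study's text treats trees 13 and 14 as stems of 1 individual and tree 4 as another tree, whereas the growth protocol in the labels speaks of a single wild tree for every sample. The study's Results call the 3 libraries of a branch biological replicates and its Methods call them technical replicates. Here the library was the unit for comparisons of branches, and the branch was the unit for comparisons of stems and trees. By the study's text there was 1 of each stem, and 1 individual on either side of the tree 4 comparison. The p-values for stems and for tree 4 thus measure spread between branches, not between stems or individuals.

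The authors trimmed the paired reads with Trimmomatic, aligned them with HISAT2 and estimated expression with StringTie for the annotated transcripts of the Stettler genome. The authors deposited 1 table per library with FPKM and TPM values for 34700 genes. FPKM is the number of fragments per kilobase of transcript, relative to the library total, and the deposited TPM is the same quantity rescaled to a fixed sum over genes. Read counts were not used here. The authors called differential expression with DESeq2 on counts. For TPM values limma was used, with the same thresholds for the pairwise comparisons.

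TPM values were divided by median-of-ratios factors taken over the 25014 genes above 0 in every library. The factors ran from 0.502 to 1.28. Genes with at least 1 TPM in at least 3 libraries of a fit were tested on the log2(scaled TPM + 1) scale, on which fold changes of weakly expressed genes are understated. Models were fitted with limma 3.58.1 in R 4.3.3, with a mean-variance trend and Benjamini-Hochberg adjustment. The 24 libraries of the 8 branches that the study analysed (13.1, 13.2, 13.3, 13.5, 14.2, 14.3, 14.4 and 14.5) were fitted together for the 28 branch pairs, at an adjusted p of at most 0.01 and an absolute log2 fold change of at least 1. Stems were compared on the means of 4 and 4 branches, and tree 4 on the means of all 15 branches, both at an adjusted p of at most 0.05.

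Divergence between branches was 1 minus Pearson's r between branch means, compared by exact permutation of branches. Nested variance components per gene separated stems, branches of a stem and libraries of a branch. The named genes were, for the pairs, the 2 called in most pairs, with ties going to the larger moderated F. For stems and for tree 4 they were the 2 largest positive and the 2 largest negative changes among called genes whose branch means of log2(scaled TPM + 1) did not overlap. The tables pair gene identifiers with no names, so identifiers are printed as they stand. These designs, the rule for named genes and most alternatives were fixed before the data were examined.

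Alternatives covered the pseudocount, the filter on low values, the scaling, the trend, the thresholds, the branches and libraries included, and the replicate number as a block. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the remaining steps. The fits were tested on simulated data. Changed genes were drawn from the more strongly expressed genes only, and noise was drawn independently for each gene. Recovery of weakly expressed genes and false calls from variation shared between genes were therefore not tested. For the 28 pairs, 98.5% of 200 genes changed by 2 log2 units were recovered among 23383, with 0 unchanged genes called. For stems, 95.0% of 200 genes changed by 1 log2 unit were recovered among 23383, with 15 unchanged genes called. For tree 4, 97.5% of 200 such genes were recovered among 23816, with 9 unchanged genes called. The planned mean of per-gene variance shares was biased in simulations of 5000 genes. It returned 6.90% where no stem share was planted and 32.7% where 50% was planted, while the ratio of summed components returned 0% and 50.4%.

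Depth was recovered from the FPKM values, because 1 fragment in a gene of 1 exon gives an FPKM set by the gene's length and the library's total. The smallest common step was taken as 1 fragment. In all 990 pairs of libraries, low genes showed a peak within 0.03 log2 units of the ratio of depths, at over 3 times the median height around it. In the library of median depth, 1 TPM in a transcript of 1 kilobase stood for about 18.2 fragments, so values far below 1 TPM rest on few fragments. No 2 libraries held identical values. Branches 13.4 and 14.1 were left out of the stem and pair comparisons because the study left them out for lack of an age, and entered as an alternative. Ages of branches were not used here. No genome sequence was used. Co-varying genes were those with a correlation over 0.8 with the leading component of the deviations from branch means and a within-branch SD of at least 0.5 log2 units, limits chosen after seeing the data. Plastid gene lengths and neighbours came from the P.trichocarpa_v4.1 gene table, whose identifiers match none of those in the files.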

Results

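Leaf transcriptomes were compared between branches of old wild Populus trichocarpa to ask how far expression differs within a tree, between its stems and between trees. The 45 libraries covered 15 branches with 3 libraries each, 5 branches in each of trees 13, 14 and 4. Depth recovered from the FPKM steps ran from 11860000 to 35960000 fragments per library, with a median of 23890000. The median was 20940000 in tree 13, 23730000 in tree 14 and 31530000 in tree 4. Between 26987 and 29379 of the 34700 genes were above 0 in a library, and 2167 genes were at 0 in every library.

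Libraries were first compared with each other. The closest library came from the same branch for 22 of 45 libraries, against a mean of 2.04 when branch names were permuted (permutation p = 1e-05, one-sided, the smallest that 100000 permutations can give). The closest library came from the same tree for 44 libraries. Branch names were permuted across trees, so the mean of 2.04 and the p-value do not separate closeness within a branch from closeness within a tree. The median of 1 minus r was 0.0109 between libraries of a branch, 0.0174 between branches of a tree and 0.0256 between trees. The count of 22 became 26 with Spearman's rho, the alternative that moved it most.

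Differences between branches were then counted over the 28 pairs of the 8 branches. With limma, 1309 of 23383 tested genes were called in at least 1 pair, which is 5.60% of the tested genes and 3.77% of all genes in the files. The pseudocount moved this count most, to 2133 at 0.1 TPM. The pair 13.1 and 14.4 had the most calls, 987, of which 435 were higher and 552 lower in 14.4. The pair 14.4 and 14.5 had the fewest, 1 gene. In that pair 915 genes had an unadjusted p under 0.05, fewer than the 1169 that chance gives among 23383 genes. Branch 13.1 was involved in much of the total, since the 21 pairs without it gave a union of 638 genes.

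**Figure D1:**
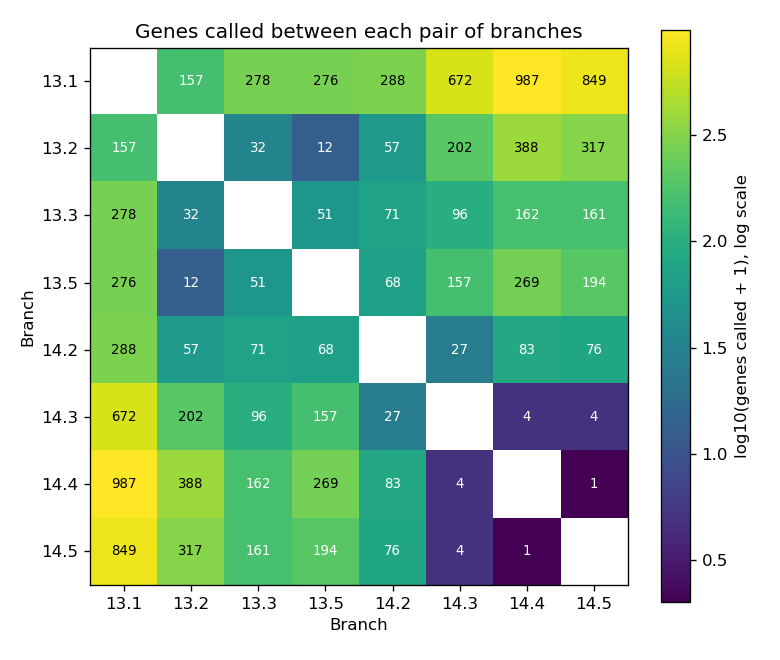
Number of genes called by limma between each pair of the 8 branches, with branches on both axes and colour on a log10 scale of the count plus 1. Counts run from 1 between 14.4 and 14.5 to 987 between 13.1 and 14.4.

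A pair of branches from different stems had a mean of 308.6 called genes (n = 16 pairs) and a pair from 1 stem had a mean of 83.4 (n = 12 pairs). The difference of 225.2 genes had an exact permutation p of 0.0286 (two-sided), the smallest that the 35 splits of 8 branches allow. Of the called genes, 286 were called in 1 pair only and 418 were called both within and between stems.

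The genes called in most pairs were PtStettler14.14G101600 and PtStettler14.17G014600. Values are for the pair of branches with the largest change of each gene, and the adjusted p does not allow for that choice. The SE measures spread between libraries of a branch. PtStettler14.14G101600 lies on chromosome 14 of the Stettler genome from 8174027 to 8174810 on the plus strand. Its scaled TPM was 1.83 ± 0.282 (SD, n = 3) in branch 13.1 and 81.7 ± 5.08 (SD, n = 3) in branch 14.4, a log2 fold change of 4.87 (SE 0.164, limma adjusted p = 3.45e-14). PtStettler14.17G014600 lies on chromosome 17 from 1295145 to 1298790 on the plus strand. Its scaled TPM was 0.409 ± 0.152 (SD, n = 3) in 13.1 and 15.5 ± 1.15 (SD, n = 3) in 14.4, a log2 fold change of 3.55 (SE 0.147, limma adjusted p = 5.5e-13).

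The next comparison set the stems against each other, with the branch as the unit. Between 4 branches of stem 13 and 4 of stem 14, limma called 2083 of 23383 genes, 1165 higher and 918 lower in stem 14. The median absolute log2 change of these genes was 0.41, and 106 of them changed by at least 1 log2 unit. Branch means did not overlap for 16.0% of genes, where chance gives 2.86%. Neither the count nor the excess of higher genes was stable. Leaving out 1 branch at a time gave 603 genes without 14.4 and 4061 without 13.3, and treating the 24 libraries as independent gave 8035. Exchanging branches 13.3 and 14.2 between the stems gave 2231 genes, more than the actual split.

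PtStettler14.15G121100, on chromosome 15 from 14588756 to 14590771 on the plus strand, had a scaled TPM of 3.03 ± 0.907 (SD, n = 4 branches) in stem 13 and 44.1 ± 15.5 (SD, n = 4 branches) in stem 14. Its log2 change was 3.43 (SE 0.282, limma adjusted p = 0.000979). PtStettler14.14G101600 had 8.30 ± 5.401 (SD, n = 4 branches) in stem 13 and 63.5 ± 26.3 (SD, n = 4 branches) in stem 14, a log2 change of 2.92 (SE 0.546, limma adjusted p = 0.0158). Without branch 13.2, 14.3, 14.4 or 14.5, its adjusted p rose above the threshold, to 0.0601 at most.

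The largest decreases were in PtStettler14.01G203400, on chromosome 1 from 24516058 to 24516306 on the minus strand, and PtStettler14.08G203300, on chromosome 8 from 20215193 to 20215441 on the plus strand. The log2 changes were -3.07 (SE 0.43, limma adjusted p = 0.00569) and -3.06 (SE 0.405, limma adjusted p = 0.00461). Scaled TPM of PtStettler14.01G203400 was 516.8 ± 291.8 (SD, n = 4 branches) in stem 13 and 89.6 ± 119.2 (SD, n = 4 branches) in stem 14. The SD between libraries exceeded the mean in 5 of these 8 branches. Leaving out the highest library of stem 14, at 784.8 in branch 14.3, lowered the stem 14 mean to 24.9, and leaving out the highest of stem 13, at 1922.6 in branch 13.3, lowered the stem 13 mean to 363.1. Branch means of scaled TPM overlapped, at 86.9 in 13.5 against 267.5 in 14.3, and at 174.9 against 493.4 for PtStettler14.08G203300, while branch means of log2 values did not. The 2 branches left out went the other way, with PtStettler14.01G203400 at 59.2 in 13.4 and 548.8 in 14.1 and PtStettler14.08G203300 at 118.6 and 946.5. With all 10 branches the log2 changes were -2.46 (limma adjusted p = 0.0165) and -2.48 (limma adjusted p = 0.0139). Both genes span 249 bases and their values correlated at 0.998 across the libraries. How reads were divided between them is uncertain, and so are their changes. Both also belong to a set of 193 genes that vary together between libraries of 1 branch.

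Expression divergence was averaged over branch pairs. The mean of 1 minus r was 0.0158 between stems and 0.00881 within stems. The difference of 0.0070 had an exact permutation p of 0.0286 (two-sided, 35 splits), the smallest this design allows. With the mean absolute log2 difference as the measure, the exact p was 0.0571. Without branch 13.1, 14.2, 14.3, 14.4 or 14.5 the exact p was also 0.0571. With 10 branches, adding 13.4 and 14.1, the difference in 1 minus r was 0.00509 (exact permutation p = 0.0079).

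Of the variance between libraries, a mean over genes of 21.5% lay between stems, 20.7% between branches of a stem and 57.8% between libraries of a branch. The medians were 11.3%, 16.1% and 60.01%. The stem share had an exact permutation p of 0.0571 (one-sided, 35 splits), so it was not distinguished from other splits of the branches. The ratio of summed components gave a stem share of 28.3%.

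Tree 4 was compared with trees 13 and 14 on 15 branch means. By the study's text this sets 1 individual against 1 other, so the p-values measure spread between branches and not between individuals. Limma called 8689 of 23816 genes, 4194 higher and 4495 lower in tree 4. Of these, 320 changed by at least 1 log2 unit, 87 higher and 233 lower. Branch means did not overlap for 10.6% of genes, where chance gives 0.0666%. The direction of the calls depended on the processing. TPM as deposited gave 6170 higher and 1722 lower, and quantile normalization gave 4550 higher and 3596 lower. No filter on low values gave 4584 higher and 4446 lower, and the other settings gave more lower genes. With TPM as deposited the median log2 change over genes was 0.12, against 0.01 after scaling. Scaling centres that median by construction, so the 0.01 does not speak for the direction after scaling. In the same fit, tree 14 against tree 13 gave 1961 genes, tree 4 against tree 13 gave 9252 and tree 4 against tree 14 gave 5504.

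PtStettler14.15G121100 had a scaled TPM of 87.0 ± 7.01 (SD, n = 5 branches) in tree 4, 38.4 ± 18.5 (SD, n = 5 branches) in tree 14 and 3.25 ± 0.922 (SD, n = 5 branches) in tree 13, with a log2 change of 2.86 (SE 0.251, limma adjusted p = 6.77e-07). PtStettler14.01G014800, on chromosome 1 from 1259367 to 1264854 on the minus strand, had 32.4 ± 4.44 (SD, n = 5 branches) in tree 4, 6.68 ± 3.86 (SD, n = 5 branches) in tree 14 and 3.03 ± 4.95 (SD, n = 5 branches) in tree 13, with a log2 change of 2.82 (SE 0.33, limma adjusted p = 1.24e-05). Its libraries held either at least 14.5 or at most 1.75. The higher values were in 11 of 15 libraries of tree 4, 4 of 15 of tree 14 and 1 of 15 of tree 13, and the SD between libraries was 23.4 to 27.6 in 4 of the 5 tree 4 branches. In branch 13.1, replicate 2 alone carried the value of this gene, at 32.9 against 1.55 and 1.22 in the other libraries.

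PtStettler14.12G032700, on chromosome 12 from 3399345 to 3402374 on the minus strand, was listed at 0 in all 15 libraries of tree 4. Its scaled TPM was 16.2 ± 0.668 (SD, n = 5 branches) in tree 13 and 16.9 ± 1.13 (SD, n = 5 branches) in tree 14 (limma adjusted p = 1.81e-18). PtStettler14.10G226300, on chromosome 10 from 22446439 to 22447665 on the plus strand, had 46.2 ± 3.52 (SD, n = 5 branches) in tree 13, 20.5 ± 3.43 in tree 14 and 2.04 ± 0.774 in tree 4. Its log2 change was -3.42 (SE 0.126, limma adjusted p = 8.26e-11).

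**Figure D2:**
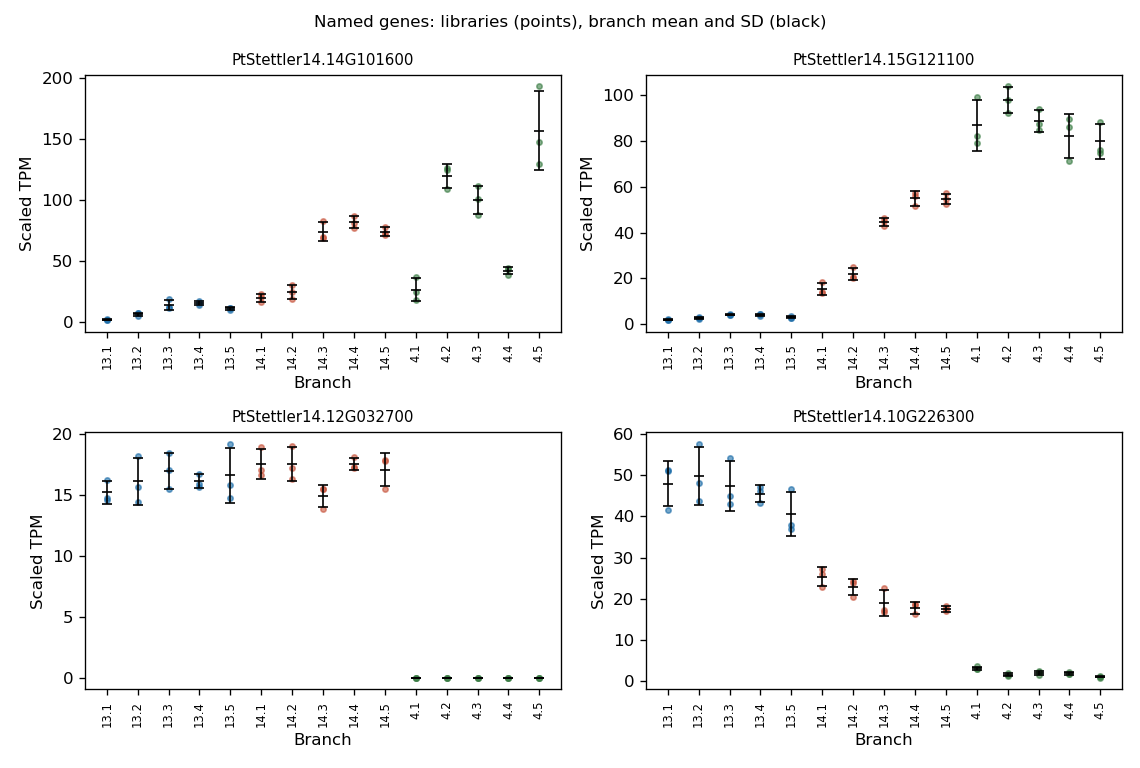
Scaled TPM of 4 named genes in the 15 branches, with libraries as points coloured by tree and the branch mean and SD (n = 3) in black. PtStettler14.12G032700 is at 0 in all tree 4 libraries, and PtStettler14.10G226300 falls from a mean of 46.2 in tree 13 to 2.04 in tree 4.

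Between trees, the mean of 1 minus r was 0.0211 for pairs of a tree 4 branch and another branch, and 0.0111 for all other pairs. The difference of 0.00994 had an exact permutation p of 0.0003 (two-sided, over all splits of the 15 branches), the smallest this design allows.

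A set of 193 genes varied together between libraries of 1 branch. It held between 1.03% and 50.6% of the TPM of a library, with a median of 5.58%, and shares within a branch differed by up to 20.4 times. The highest share was in replicate 3 of branch 14.1, the library of lowest depth.

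**Figure D3:**
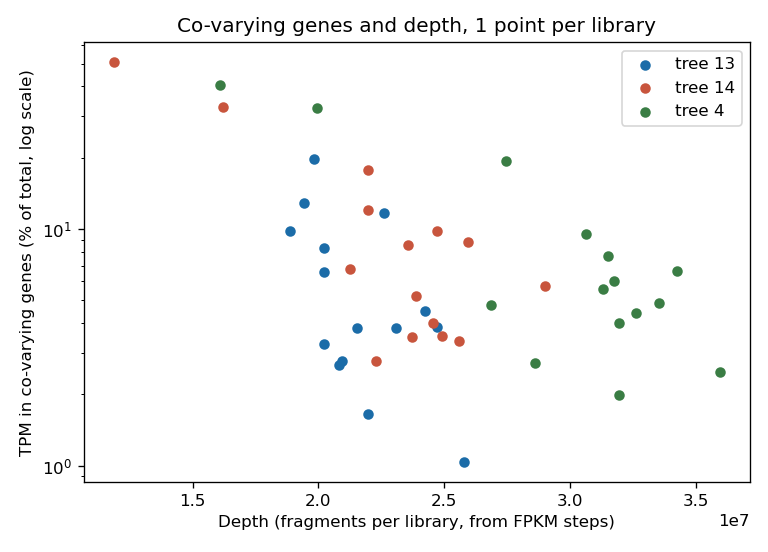
Share of TPM in the 193 co-varying genes (percent, log axis) against depth in fragments, with 1 point per library coloured by tree. The share reaches 50.6% in the library of lowest depth, 11860000 fragments.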

Values the study reported

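The study reported a total of 2937 genes differing in expression between branches, equal to 8.46% of all genes and 10.5% of expressed genes.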

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

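All tests in this part were chosen after the results were seen. Of 36 groups of 5 branches examined, 4 had an end value set apart from the others by Dixon's criterion, where chance gives about 1 in 20 groups.

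In tree 13, branch 13.1 was farthest from the other branches of its tree, with a mean 1 minus r of 0.014 against 0.0092 for the next branch. A single library as the cause was tested by leaving out each library of 13.1 in turn. The lowest value was then 0.0146, above the next branch each time, which argues against 1 library as the cause. A difference of the branch itself stays open and untested.

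In tree 4, PtStettler14.01G203400 was high in branch 4.2, at a mean of 541.0. The libraries held 1323.9, 31.6 and 267.5, and the highest was also the library of that branch with the largest share of co-varying genes. Without it the mean was 149.6, below the highest other branch at 188.9. This decides nothing about organelle RNA assigned to nuclear copies of organelle genes, because the gene belongs to that set by its correlation and leaving out the highest library lowers any mean. No biological explanation was tested.

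In tree 13, PtStettler14.01G014800 was high in branch 13.1, at a mean of 11.9. Without replicate 2 the mean was 1.39, against 0.993 in the next branch, so the value may come from 1 library. Branches 14.1, 14.2, 14.3 and 14.5 also had 1 high library each, and 4 branches of tree 4 had 1 low library each, so the pattern is not peculiar to 13.1. Whether such libraries differ for a technical or a biological reason stays open.

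In tree 14, PtStettler14.12G032700 was lowest in branch 14.3, at 14.9. The gap of 2.14 to the next branch exceeded the pooled SD of 1.13 between libraries of a branch, so that spread alone is not shown to explain it. With 4 such values among 36 groups, chance remains open.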

How the results depend on the processing

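Of 328 alternative values, 298 kept their direction and side of the threshold, or stayed within 1.5 times for counts. Reversal was scored in 0 values, but counts were judged by size alone, so it was not scored for them. The larger side among called genes did change in some settings. With branch as a random effect, 2651 genes were higher and 2698 lower in stem 14, against 1165 and 918 in the main fit. With TPM as deposited, 6170 were higher and 1722 lower in tree 4, against 4194 and 4495. Leaving out a library of another branch kept every library of the pair being counted. The settings without the co-varying genes or with their share as a covariate, and the named stem genes with 10 branches, were chosen after seeing the data.

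The union over the 28 pairs was 2133 at a pseudocount of 0.1 and 851 with a mean of at least 5 TPM, and 1249 to 1389 without single libraries. The pair with the most calls gave 1577 and 656 in those settings and 916 to 1057 without single libraries. The pair with the fewest gave 0 genes with limma at a mean of at least 5 TPM, 2 when each pair was fitted on its own 6 libraries and 1 without any single library. The stricter filter tests fewer genes. The cause of the other changes was not tested.

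Between stems, 1123 genes were called with TPM as deposited, 5349 with branch as a random effect and 8035 with 24 libraries treated as independent. Leaving out branches gave 603 to 4061 genes: 1273 without 13.1, 696 without 13.2, 4061 without 13.3, 1007 without 13.5, 3712 without 14.2, 811 without 14.3, 603 without 14.4 and 665 without 14.5. Without 1 replicate number the count was 935 to 1939, lowest without replicate 1. More genes were lower than higher in stem 14 with branch as a random effect (2651 higher, 2698 lower) and with independent libraries (3878 higher, 4157 lower). The same held without 13.3 (1898 higher, 2163 lower) and without 14.2 (1838 higher, 1874 lower). In the other settings more genes were higher, with 566 higher and 557 lower for TPM as deposited. The independent fit counts libraries of a branch as separate samples of a stem, and the cause of the other changes was not tested.

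The divergence between stems minus that within stems was 0.0572 as a mean absolute log2 difference (exact permutation p = 0.0571). With 1 minus r this difference was 0.00473 to 0.00965 without single branches and 0.00585 to 0.00781 without 1 replicate number, with exact p of 0.0286 to 0.0571. The cause was not tested. PtStettler14.14G101600 lost its stem call without 13.2, 14.3, 14.4 or 14.5.

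For tree 4, 320 genes changed by at least 1 log2 unit, a stricter threshold by construction. Leaving out branches gave 7042 to 8930 genes and leaving out replicate numbers 6836 to 7960. The divergence between tree 4 and the other trees minus that of all other pairs was 0.00821 to 0.0112 and the stem share of variance 18.2% to 26.9% without single branches.

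With the replicate number as a replicate block, the union was 1307 genes, the pair with the most gave 986 and the pair with the fewest 1. Deviations of libraries with the same number had a median correlation of 0.032, from -0.372 to 0.489 over 84 pairs, so the numbers do not pair the libraries. At a median of 18.2 fragments per TPM for a transcript of 1 kilobase, changes of genes below 1 TPM were not detectable with precision.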

Other observations

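The tests of the co-varying genes and of their share as a covariate, of the genes named as lower in stem 14, of the exchange of branches, of calls under 5 TPM and of tree 4 calls in libraries of other depth were chosen after the results were seen, as were the limits that define the co-varying genes. The other tests were written down before.

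The genes called between branches numbered 1309 here, or 3.77% of all genes and 5.60% of tested genes. That is lower than the values quoted from the study above. The test, the kind of values (TPM in place of counts), the pseudocount and the filter differ from the study's. A pseudocount of 0.1 alone gave 2133 genes, no filter on low values gave 1290 and a mean of at least 5 TPM gave 851. The test and the kind of values were not varied.

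Chance was weighed by other splits of the same samples. For the union over pairs, 1 of 100 splits gave as many genes, the actual one, so chance can be excluded at the level of libraries. For tree 4, it was also 1 of 100. For the pair with the most and the pair with the fewest calls it was 1 of 10 each, and 10 splits cannot exclude chance. In the 99 other splits of the 24 libraries no pair had over 442 genes, against 987 in the pair with the most, which argues against chance between libraries for that pair and leaves it open for the pair with the fewest. The splits for the union and the pairs reassign libraries, and those for tree 4 reassign branches. If the 3 libraries of a branch are technical replicates, as the study's Methods call them, each branch is 1 sample, and chance differences between single samples stay open for the union and for the pairs. Between stems, 2 of 35 splits gave as many genes, so chance cannot be excluded. The other split exchanges branches 13.3 and 14.2.

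A swapped label of 13.3 and 14.2 was tested on branches 13.4 and 14.1, which lie outside the 8. The distance to the other stem's branch minus that to the own stem's branch was 0.00141 for 13.3 and 0.00338 for 14.2. Leaving out single libraries gave values down to -0.00292 for 13.3, while all 9 values for 14.2 stayed above 0. A second test, added after the first, took the 135 genes that separated the other 4 branches of tree 13 from the other 4 of tree 14 by at least 1 log2 unit without overlap. Branch 13.3 lay on the side of tree 13 for 81.5% of them and 14.2 on the side of tree 14 for 68.9%. With other branches left out in place of 13.3, the value for 14.2 ran from 44.1% (13.1 left out) to 92.1% (13.4 left out), so it depends on the genes used. The value for 13.3 ran from 81.5% (14.2 left out) to 90.2% (14.4 left out). With a branch other than 14.2 left out, the lowest library of 13.3 had 67.1% to 70.5%. The criterion set before this test was over 50% in every library. Among the 135 genes the lowest library had 57.0% in 14.2 but 49.6% in 13.3. Both branches lay on the side of their own label for most of the 135 genes, which argues against a swap. A swap is not excluded, because that criterion was missed in 1 library and 2 of the 9 values for 13.3 were below 0. The value for 14.2 also depended on the genes used. Intermediate expression of the 2 branches stays open.

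Along the first principal component of the 8 branch means, with 55.3% of the variance, branches ran from 13.1 to 14.4, and 13.3 and 14.2 lay next to each other. The scores had a Pearson r of 0.452 with mean depth (exact permutation p = 0.264, Spearman's rho 0.452, exact p = 0.268), and r was 0.115 without the 2 farthest branches. With the share of co-varying genes r was 0.560 (exact permutation p = 0.149, rho 0.571, exact p = 0.151), and 0.379 without the 2 farthest. Adjusted over these 2 relations, the exact p of r was 0.264 for both. With 8 branches neither explanation can be told apart from chance. The stems did not overlap on this component, with scores of -39.5 to -2.03 in stem 13 and -0.887 to 31.8 in stem 14. A difference between stems stays open, as does leaf position, which was not tested.

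The 193 co-varying genes may reflect organelle RNA assigned to nuclear copies of organelle genes. Neighbouring genes having the lengths of neighbouring plastid genes numbered 33 among them, against at most 1 in 99 shuffles of gene lengths, and 80 of the 193 lie on chromosome 13. The side of the leading component that defines the set was chosen by the genes of such lengths. The shuffles kept the set fixed, so they do not cover that choice. Mitochondrial genes were not analysed here. Within branches, the log2 share fell with log2 depth (Pearson r = -0.877, permutation p = 3e-05, Spearman's rho -0.844, permutation p = 3e-05), and r was -0.831 without the 2 farthest libraries. Fewer fragments drawn at random would leave the expected share of TPM unchanged. The r of -0.877 thus argues against random sampling alone as the cause of the fall. Other links between depth and such RNA cannot be told apart, because both move together in the same libraries. Without these genes the union over pairs was 1314 and the stem count 2211, but leaving out 192 tested genes could hardly change either count by 1.5 times. With their share as a covariate the counts were 1299 and 2063, but 199 genes followed the share, too few to move the counts, so neither test decides whether organelle RNA adds to them. Of the called genes, 1 of 1309 and 5 of 2083 are in the set. Both genes named as lower in stem 14 are among them. Between stems, however, the median log2 change of the 192 co-varying genes tested was 0.40, with 183 higher in stem 14. Their mean share by branch was 4.21% to 10.2% in stem 13 and 6.52% to 13.7% in stem 14, which argues against the level of this set as the cause of the decreases. This test replaced one of membership in the set, which decided nothing.

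Deeper sequencing of tree 4 was tested as the cause of its calls. The share called was 29.8% among genes under 5 TPM and 40.4% among genes of at least 5 TPM, but fewer fragments and the pseudocount lower the share called under 5 TPM whatever the cause, so this decides nothing. Among calls under 5 TPM, 65.8% were higher in tree 4, against 40.7% of the others. A second test called 7058 genes from deeper tree 4 libraries and shallower others, then looked at their direction in the libraries left out. There branches 4.2 and 4.3 had 1 library each, with 19950000 and 16090000 fragments, against at least 24230000 in the branches of trees 13 and 14. Branches 4.1 and 4.4, at 27440000 and 27740000, were deeper than any of trees 13 and 14. The libraries of 4.2 and 4.3 also had the largest shares of co-varying genes in tree 4, at 32.5% and 40.8%. Of the 7058 genes 96.1% kept their direction in 4.2 and 89.5% in 4.3, the lowest of 4 branches, and of those under 5 TPM 93.1% and 85.2%. Among genes under 5 TPM called higher in tree 4, 82.7% did so in 4.3. This argues against depth as the whole cause of the calls, also under 5 TPM, but rests on 1 library each of 4.2 and 4.3. Sequence differences from the reference and a difference between trees stay open.

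Listed at 0 in every tree 4 library and above 0 in every other were 2 genes, PtStettler14.12G032700 and PtStettler14.01G281700, the latter chosen after its values were seen. The reverse held for 0 genes. The explanation of a sequence of tree 4 differing from the reference genome might give neighbouring genes. There were 0 neighbouring pairs, and 2 genes are too few to decide.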
